A study of Mus musculus with 14 samples. Its data were reported in "Chromatin architecture at susceptible gene loci in cerebellar Purkinje cells characterizes DNA damage–induced neurodegeneration" (2021).

How the data were processed

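Cerebella of 10 to 12 months were examined by chromatin immunoprecipitation sequencing (ChIP-seq) with an antibody against RNA polymerase II phosphorylated at serine 5 of its C-terminal repeat (Pol II pSer5), a form found mostly at promoters. The series holds 14 samples. These are 3 Pol II pSer5 libraries of control mice, 3 Pol II pSer5 libraries of double-mutant mice (*Atm Nes-cre*;*Aptx-/-*), 7 input libraries and 1 IgG library. The peak lists of the 6 Pol II pSer5 libraries were analysed. The other 8 samples were not analysed here. Groups and replicate numbers were taken from the sample labels.

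As the study's methods describe, the authors aligned single-end reads to mm9 with BWA, marked duplicates with Picard, kept non-duplicate mapped reads with SAMtools, estimated the fragment size with SPP and called peaks with MACS2. Peaks were called in each library against input, so replicates were not pooled. Each deposited list gives the interval, the summit and several values per peak, all of which are the authors' own. The deposited fold is the MACS2 ratio of the pileup plus 1 to the local background plus 1 at the summit. The deposited −log10 p-value and −log10 q-value are those of a Poisson test of the same pair of numbers. The deposited score equalled 10 times the −log10 q-value without its decimals in 100% of peaks. The fold and the p-value depend on depth. They were used to describe, rank or filter peaks within a list and to recover pileups, and the median fold was compared between genotypes as a description of the lists. The lists carry no read counts, so the count model of the study could not be fitted to them.

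The fold and the p-value of a peak were solved together for the whole-number pileup at the summit and the local background. A solution was found in 100% of the peaks of every library, with an error of at most 0.000332 in −log10 p. A whole-number pileup means that the immunoprecipitated reads had not been rescaled by the peak caller. The lowest local background of a list was taken as the genome-wide floor, and the narrowest interval as the fragment length used by the caller. Their ratio gave the reads per kb of effective genome, which served as the depth of the library. The pileup at a region divided by this depth, on the log2 scale, is called the depth-scaled pileup. It was not part of the first plan and was added after the lists had been examined. Total read numbers were not used here. A pileup is a count of reads without duplicates, and its counting error is about its square root.

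Union regions were formed from intervals of the 6 lists that overlapped by at least 1 bp. Overlap of a pair of libraries was the Jaccard index on bases. Group-specific regions were those called in all 3 libraries of one genotype and in none of the other. For rank differences, the highest fold per library in each region called in all 6 libraries was ranked within the library and converted to a normal score, and limma (lmFit and eBayes, version 3.58.1, R 4.3.3) contrasted double mutants with controls with no covariate. The depth-scaled pileup was fitted in the same way. Adjusted p-values are Benjamini-Hochberg values over the regions of a fit, with a threshold of 0.05. Values with 1 number per library were compared by an exact two-sided permutation test of the difference in group means, with 20 assignments and a smallest possible p of 0.10. Promoters were 1000 bp to either side of the 46028 transcript starts of 22372 protein-coding genes in the GENCODE annotation of NCBIM37, the same build as mm9. All peaks lay within the chromosome lengths of this build except on the mitochondrial chromosome, where the last peak ended at 16316 and the sequence at 16299. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

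Regions were named by a rule set before the data were examined. In the rank comparison these were the 3 regions per direction with the largest difference among those past the threshold and with the groups apart, or with the smallest p if none passed. The rule added the 3 regions with the highest mean score, the 3 group-specific regions per genotype with the highest mean rank in their own lists, and the promoters of *Cacnb4*, *Lynx1*, *Pnpla3*, *Itpr1*, *Car8*, *Gapdh*, *Atm* and *Aptx*. A further promoter under this rule is not reported here. A list of 18 Purkinje cell genes was fixed at the same time. Lists of glucocorticoid response, p53 target, immediate early and circadian genes were written later, after top-ranked regions had been seen, and genes that had been seen were left out of their tests. The median rank difference of a list was set against 10000 random promoter lists of the same size, each member drawn from the 200 promoters nearest in mean score among 8645 genes.

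Alternatives set before the data were examined were stricter thresholds (−log10 q of at least 5, fold of at least 4), autosomes only, merged intervals, the same number of peaks from each list, a reciprocal overlap of 50%, summits within 250 bp, overlap counted in regions, ranking by p or within full lists, regions called in at least 4 libraries, limma array weights, the widest peak per region, all peaks in place of shared regions, mean log2 fold in place of the median, promoters of 500 bp, and each library left out in turn. Alternatives for the depth-scaled pileup were added later. They were division by the floor, centring of each library on its median, a correction for removed duplicates, autosomes only, array weights and each library left out. The default array weights of limma stopped with a convergence warning, and after their counts had been seen the gene-by-gene algorithm was added beside them.

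The functions were tested on simulated data with known answers. Pileups were recovered exactly in 99.8% of 20000 simulated peaks. On the 9047 regions of the comparison of double mutants with controls, 200 regions were changed by 1.5 log2 units and all were shifted by -0.5. The rank fit recovered 93% of the changed regions and called 13 unchanged ones. Simulated folds used the floor of the library as the background of every region, so differences in local background were left out. The 93% may therefore be too high for the real folds. The recovered shares hold for changes of 1.5 log2 units and say nothing of smaller ones. The depth-scaled fit recovered 90.5% and called 445 unchanged regions, and with no region changed it called 201 because of the common shift. The centred fit recovered 95%, and with no region changed neither it nor the rank fit made a call (0 each).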

Results

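The data were 6 lists of RNA Pol II (pSer5) peaks from whole cerebellum, 3 of control mice (replicates 2, 3 and 4) and 3 of *Atm Nes-cre*;*Aptx-/-* double-mutant mice (replicates 5, 6 and 7). The double mutant lacks the DNA damage kinase ATM in the nervous system and the DNA end-processing enzyme aprataxin throughout the body. The lists were compared to see where Pol II (pSer5) peaks differ between these genotypes. Coordinates are from mm9 (NCBIM37) and count from 1. The depth recovered from the lists was 9.33, 9.32 and 6.54 reads per kb of effective genome in controls 2, 3 and 4, and 11.7, 12.0 and 9.04 in double mutants 5, 6 and 7. With 3 libraries per group, the smallest p that an exact two-sided permutation test can give is 0.10.

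The targeted genes were examined first. A peak lay in the promoter window of *Atm* in all 6 libraries. Its union region (9:53344462–53345382) is intergenic at the summit and is shared with the promoter of the divergent gene *Npat*. The summit pileup was 37, 41 and 26 reads in controls 2, 3 and 4 and 39, 39 and 17 in double mutants 5, 6 and 7. The *Aptx* promoter (4:40649777–40650605, summit 125 bp outside the gene) had 35, 30 and 24 reads in the controls and 32, 29 and 22 in the double mutants. Peaks were thus present at both promoters in both genotypes, and the lists gave no check of the labels at these loci.

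The first comparison asked whether the number and extent of Pol II (pSer5) peaks differed. Lists held 19097, 18990 and 15576 peaks in controls 2, 3 and 4 and 17849, 13739 and 10866 in double mutants 5, 6 and 7. The mean was 17888 ± 2003 (SD, n = 3) in controls and 14151 ± 3510 (SD, n = 3) in double mutants, a difference of -3736 that the exact permutation test did not separate from 0 (p = 0.20). Leaving out double mutant 5 moved this difference most, to -5585 (exact p = 0.20). Leaving out double mutant 7 reduced it most, to -2094 (exact p = 0.50). Peaks covered 9.17 ± 2.04 Mb in controls and 7.36 ± 2.84 Mb in double mutants (SD, n = 3 each, exact p = 0.60), with a mean interval width of 508 bp in both groups. The difference in covered length of -1.80 Mb depended on single libraries. It was -0.449 Mb without double mutant 7 (exact p = 0.90) and -3.28 Mb without double mutant 5 (exact p = 0.30). The median width was 450 ± 56.9 bp in controls and 459 ± 69.6 bp in double mutants (SD, n = 3 each, exact p = 0.90).

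The union of the lists comprised 23426 regions, of which 9047 were called in all 6 libraries. Over these shared regions, the median of the authors' fold enrichment was 10.8, 12.5 and 10.2 in controls 2, 3 and 4 and 9.95, 9.15 and 6.97 in double mutants 5, 6 and 7. Every double mutant lay below every control, with a difference in group means of -2.48 at the smallest p possible (exact p = 0.10). Leaving out double mutant 7 reduced this difference most among the fits with a library removed, to -1.45 (exact p = 0.30). Over all peaks of each list the difference was -0.524 (exact p = 0.20). The fold depends on depth, so these values describe the lists.

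**Figure D1:**
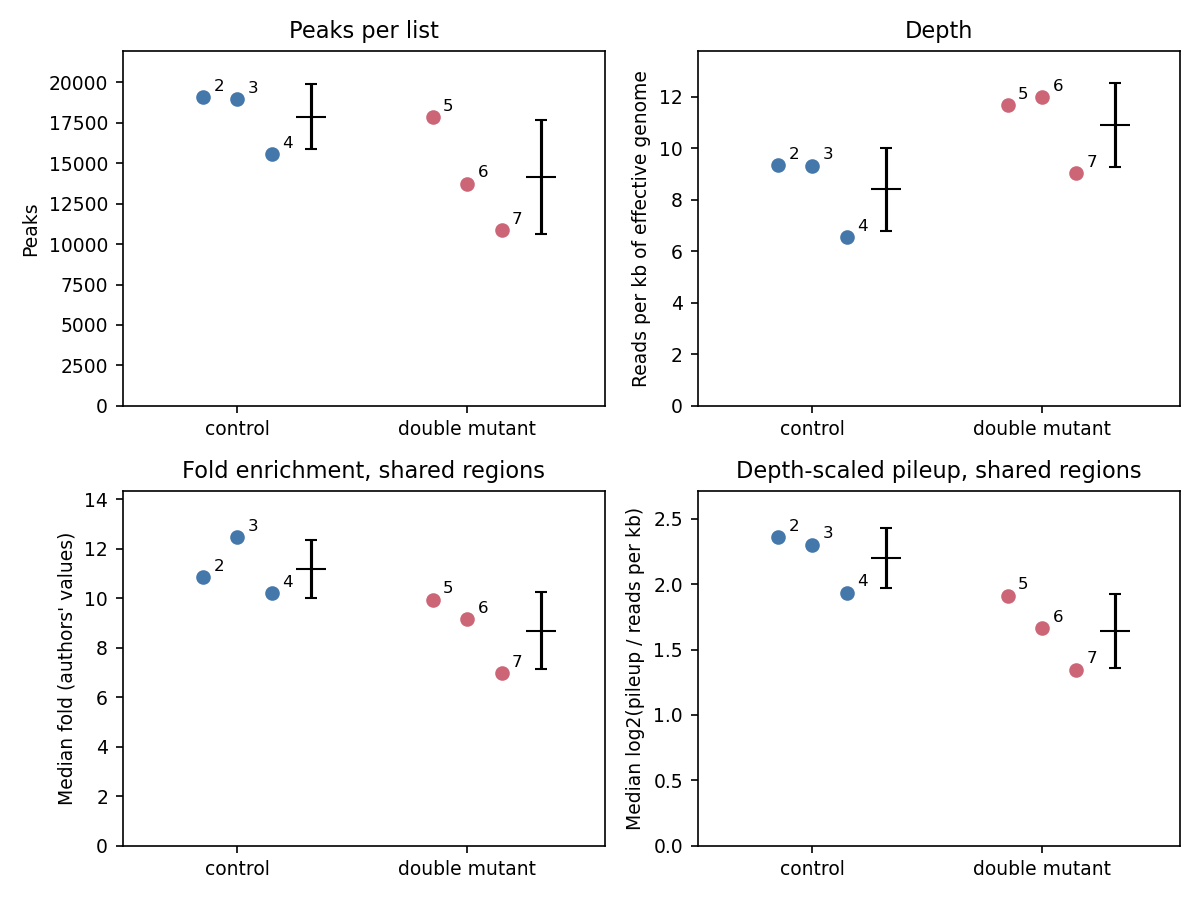
Number of peaks, depth in reads per kb of effective genome, median fold enrichment over shared regions and median log2 depth-scaled pileup over shared regions, by genotype. Points are single libraries labelled by replicate number and black bars are means with SD (n = 3). Controls lie above all double mutants in the lower panels, while double mutants 5 and 6 have the greatest depths, 11.7 and 12.0.

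Summit pileups gave a measure that could be set against depth. The background floor was 1.54 ± 0.404 reads in controls and 2.1 ± 0.460 in double mutants (SD, n = 3 each, exact p = 0.30). The median summit pileup over shared regions was 39.7 ± 12.7 reads in controls and 35.0 ± 10.8 in double mutants (SD, n = 3 each, exact p = 0.50). The difference of -4.67 became 2.67 when all peaks of each list were used, and 1.33 without double mutant 7. Dividing by depth, a step added after the lists had been examined, gave median log2 values of 2.36, 2.30 and 1.94 in controls 2, 3 and 4 and of 1.91, 1.66 and 1.35 in double mutants 5, 6 and 7. The group means differed by -0.56, and each control was above each double mutant (exact p = 0.10). The gap between control 4 and double mutant 5 was small beside the spread within either group.

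Region by region, the depth-scaled pileup was lower in the double-mutant mean at 8932 of 9047 regions (98.7%), with a mean log2 difference of -0.55 and an SD across regions of 0.22. It was -0.55 over the 7927 regions at promoters and -0.50 over the 1120 elsewhere, where the groups overlapped because the mean of double mutant 5 was above that of control 4. At 4237 regions all double mutants were lower than all controls and at 4 all were higher. Together these were 46.9% of regions. Chance would give 10% for a single region, but all regions of a library share its depth. The share therefore cannot be read as evidence beyond the order of the library medians. limma called 1619 regions lower and 0 higher (1 higher at an unadjusted p under 0.05). The same limit holds for this count, since regions that share the depth of a library were treated as independent. The count also depended strongly on scaling and on single libraries. With each library centred on its median, limma called 0 lower and 1 higher, with 208 lower and 424 higher at an unadjusted p under 0.05. The fits without control 2, without control 3, without double mutant 6 and without double mutant 7 each called 0 lower, with 1881, 2067, 3116 and 2205 at an unadjusted p under 0.05. Without double mutant 5 the count was 5035.

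**Figure D2:**
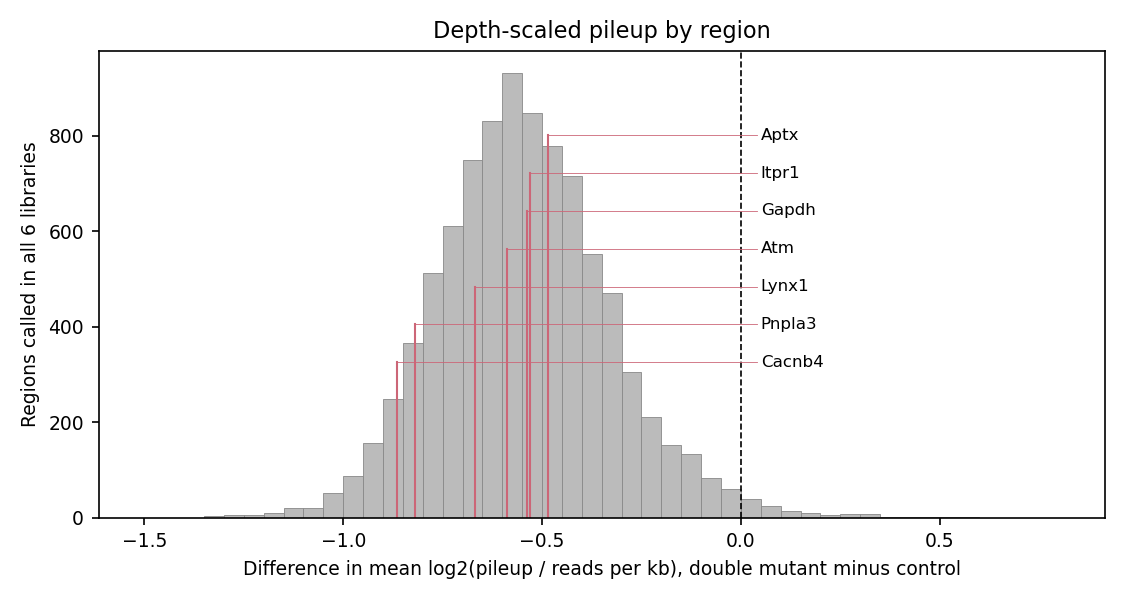
Histogram of the difference in mean log2 depth-scaled pileup (double mutant minus control) over the 9047 regions called in all 6 libraries, with the number of regions on the vertical axis. Red lines mark the targeted genes and promoters of genes that the study examined, which run from -0.86 at *Cacnb4* to -0.49 at *Aptx*, and the dashed line marks no difference.

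The next comparison asked whether libraries of 1 genotype shared more of their peaks. The Jaccard index was 0.556 ± 0.0769 over the 6 pairs within a genotype and 0.558 ± 0.0892 over the 9 pairs across genotypes (SD over pairs). The difference of -0.00243 was equalled or exceeded by 3 of the 10 splits of the 6 libraries into 3 and 3, the split by genotype included. Without double mutant 5 it was 0.0572. Pairs ranged from 0.413 for control 2 with double mutant 7 to 0.659 for control 2 with control 3, and control 3 with double mutant 5 reached 0.656.

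A total of 208 regions were called in all 3 controls and in no double mutant, and 5 in all 3 double mutants and in no control. Of the 208, 29.8% lay at promoters, compared with 87.6% of regions called in all 6 libraries, and their median summit pileup was 15 reads against 34. When the 10866 strongest peaks by p were taken from each list, the counts became 56 and 51. Leaving out double mutant 5 raised the control-only count to 1312. The control-only regions of highest mean rank were an intergenic region at 11:101507259–101507719, 10145 bp from *Rdm1*, the *Abcb6* promoter at 1:75176737–75177175 (summit in a UTR) and a region in an intron of *Gja5* at 3:96786554–96787098. Their summit pileups in controls 2, 3 and 4 were 25, 29 and 14 reads, 21, 26 and 19 reads, and 26, 31 and 12 reads. The double-mutant-only regions of highest mean rank were an intergenic region at 8:72108645–72109025, an exon of the lincRNA *Gm2115* at 7:91677362–91677678 and an intron of *Kcnj10* at 1:174279973–174280417. These had 17, 23 and 14 reads, 24, 23 and 13 reads, and 15, 15 and 12 reads in double mutants 5, 6 and 7.

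**Figure D3:**
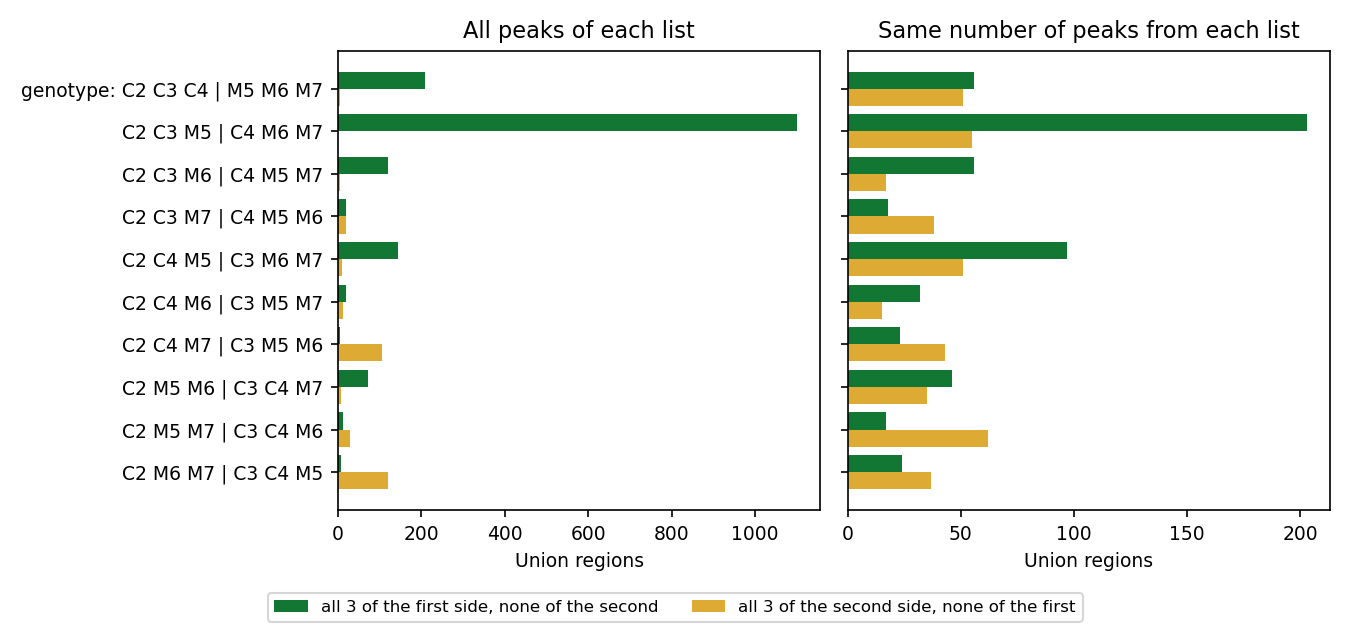
Number of union regions called in all 3 libraries of one side and in none of the other, for the split by genotype (top) and the other 9 splits of the 6 libraries (C, control; M, double mutant), with all peaks on the left and 10866 peaks per list on the right. The split of controls 2 and 3 and double mutant 5 against the rest gives 1101 regions with all peaks, against 208 for controls.

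Ranks within each library remove any change common to all regions. They were used to ask whether particular regions changed relative to others. The ranked fold is taken over the local background, so a rank difference can come from the background as well as from the pileup. limma found 0 regions higher and 0 lower among 9047, with 242 higher and 255 lower at an unadjusted p under 0.05 and a lowest adjusted p of 0.749. Including regions called in at least 4 libraries moved this most in the higher direction, to 1 region, the *Prtg* promoter (9:72654748–72655743), where uncalled libraries had been placed at the bottom of the ranking. Without double mutant 5, limma called 2 lower regions, the *Atxn7l3* promoter (11:102157319–102159025, adjusted p = 0.0319) and 7:31112051–31112785 (adjusted p = 0.0307). *Prtg* and the last region were named after their values were seen. Groups did not overlap in 525 regions ranked higher and 452 ranked lower in double mutants, 10.8% of regions, against 10% by chance.

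The smallest unadjusted p among higher ranks belonged to the promoters of *Rps29* (12:70259801–70260420, UTR), *Trib2* (12:15823457–15823991, 85 bp outside the gene) and *Nkd1* (8:91044970–91045491, UTR). Their normal scores differed by 1.88 ± 0.48, 1.70 ± 0.47 and 1.71 ± 0.48 (limma SE). Among lower ranks they were the promoters of *Erlin1* (19:44143875–44144530, UTR), *Ehd3* (17:74153889–74154594, UTR) and *Atxn7l3* (638 bp outside the gene), with -2.00 ± 0.48, -1.88 ± 0.50 and -1.89 ± 0.53. All 3 double mutants lay on the same side of all 3 controls in each of these 6 regions, and each had an adjusted p of 0.749 in limma. *Trib2* was the 1 region called higher after each library was centred on its median, by 1.12 ± 0.16 log2 units (limma SE, adjusted p = 0.0471). Centred pileup differences were 0.49 at *Rps29*, 1.10 at *Nkd1*, -0.56 at *Erlin1*, -0.17 at *Ehd3* and -0.63 at *Atxn7l3* (limma adjusted p from 0.220 to 0.897). The pileup at *Ehd3* thus hardly followed its rank. The highest mean scores over all 6 libraries were at *Tob1* (11:94070984–94073863, UTR), *Jund* (8:73222150–73224876, exon) and *Ulk2* (11:61667672–61669088, UTR), with rank differences of -0.15, -0.10 and -0.19.

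Promoters of genes that the study examined were compared by rank and by depth-scaled pileup. *Cacnb4* (2:52531265–52532184, intron at the summit) had 44, 48 and 21 reads in controls 2, 3 and 4 and 41, 21 and 19 in double mutants 5, 6 and 7. Its log2 depth-scaled difference was -0.86 ± 0.28 (limma SE, adjusted p = 0.0371). *Pnpla3* (15:83997904–83998743, UTR) followed with -0.82 (adjusted p = 0.0405) and *Lynx1* (15:74582769–74583688, UTR) with -0.67 (adjusted p = 0.0631). *Gapdh* (6:125114940–125116793, intron) had -0.54 (adjusted p = 0.107) and *Itpr1* (6:108162729–108163424, 25 bp outside the gene) -0.53. The values at *Atm* and *Aptx* were -0.59 and -0.49. The limma SE was 0.28 at every region, since all regions shared one estimate of the spread. That estimate came from 6 libraries whose depth errors are common to all their regions. The adjusted p-values can therefore overstate the evidence. For the library medians, the exact permutation test gave p = 0.10. The calls at *Cacnb4* and *Pnpla3* were lost without control 2, without control 3, without double mutant 6 and without double mutant 7, where the adjusted p ranged from 0.151 to 0.238 and from 0.107 to 0.245. The *Pnpla3* call was also lost after the correction for removed duplicates (adjusted p = 0.0508). When pileups were divided by the floor, limma called all of these promoters lower, with an adjusted p of 0.00426 at *Lynx1*, 0.00921 at *Gapdh*, 0.0126 at *Itpr1*, 0.00989 at *Atm* and 0.0149 at *Aptx*. After centring, the differences were -0.31 at *Cacnb4*, -0.26 at *Pnpla3*, -0.11 at *Lynx1* and 0.02 at *Gapdh*, none past the threshold. By rank, differences were -0.50 at *Cacnb4*, -0.39 at *Lynx1*, -0.36 at *Pnpla3*, 0.72 at *Itpr1*, -0.77 at *Gapdh*, -0.16 at *Atm* and 0.28 at *Aptx*, all with an adjusted p of at least 0.906 in limma. No library had a peak in the *Car8* promoter window.

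The Purkinje list was used to ask whether promoters of its genes stood apart in whole cerebellum. In the study's sorting, Purkinje nuclei were a very small share of cerebellar nuclei, so peaks at these promoters may come from other cells. The comparison therefore cannot show whether Pol II (pSer5) changed within Purkinje cells. Of the 18 genes on the list, 6 had a promoter peak in all 6 libraries, 7 in 1 to 5 libraries and 4 in none, and 1 had no promoter in the annotation. A union region called in all 6 libraries met the promoters of 7 genes (38.9%), so the comparison covered a minority of the list. Their median rank difference of 0.15 lay at percentile 76.3 of matched random lists, and at percentile 59.6 when ranked by p. None of the 7 differed when adjusted over the list alone (lowest adjusted p 0.760 in limma; 0 at an unadjusted p under 0.05) or over all regions. *Cacnb4*, *Lynx1* and *Pnpla3* were picked out by the study in these same libraries, so the list is not independent evidence. The mean log2 difference in depth-scaled pileup of the 7 promoters was -0.64, and the largest reduction among them was 45.1% at *Cacnb4*.

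Promoter and chromosome counts completed the description. The number of genes with a promoter peak was 10652 ± 340 in controls and 9990 ± 923 in double mutants (SD, n = 3 each, exact p = 0.40). With promoters of 500 bp the difference of -662 was -648. Peaks at promoters numbered 11252 ± 309 in controls and 10212 ± 957 in double mutants, with each control above each double mutant (SD, n = 3 each, exact p = 0.10, the smallest possible). As a share of the list they were 63.4% and 74.1% (exact p = 0.20). Chromosome X carried 437, 428 and 344 peaks in controls 2, 3 and 4 and 358, 299 and 208 in double mutants 5, 6 and 7 (exact p = 0.20). The difference of -115 was -87.3 under the stricter q threshold. As a share of all peaks, X peaks made up 2.25% in controls and 2.03% in double mutants, again with the groups apart (exact p = 0.10). Chromosome Y carried 2 peaks in double mutant 5 and 0 in the other 5 libraries. These lay at *Eif2s3y* (Y:346586–347151, 18 reads) and *Ddx3y* (Y:622934–623171, 21 reads).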

Values the study reported

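The study reported that RNA Pol II (pSer5) occupancy at several Purkinje gene promoters was lower in the double mutant by 20 to 45%. Across promoter regions, it gave a mean log2 fold change of −0.54. Its Purkinje gene set trended lower than this mean, without significance. Quantitative PCR of immunoprecipitated DNA in the study gave lower Pol II and Pol II (pSer5) at *Cacnb4* and *Lynx1*, but not at *Gapdh*. Western blots in the study gave similar protein levels of both forms in control and double-mutant cerebellum.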

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

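The depth-scaled pileup, its alternatives and the gene-by-gene array weights were chosen after the lists had been seen, and the other settings before the data were examined. No paired analysis was possible because controls carry the replicate numbers 2 to 4 and double mutants 5 to 7, so the groups share none.

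The direction of the differences in peak count, covered length, median fold over shared regions, background floor and median depth-scaled pileup was kept under every alternative run for them. It was also kept for promoter genes, X chromosome peaks and the Purkinje list. For these, the only alternatives were promoters of 500 bp, the stricter q threshold and ranking by p, in that order. No library was left out for them, so their stability is little tested. The difference in median width became -11.0 bp at a −log10 q of at least 5 and ranged from -23.7 to 47.7 bp across the fits that each left out 1 library. The difference in median summit pileup became 2.67 reads over all peaks and ranged from -12.2 to 1.33 reads across such fits. None of these differences passed a test, and the cause was not tested.

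The within-genotype excess of the Jaccard index was 0.00127 at a fold of at least 4, 0.0143 with summits within 250 bp and 0.0169 as a share of regions, and ranged from -0.0334 to 0.0572 with 1 library left out. Its sign is therefore not settled. Control-only regions numbered 56 with the same number of peaks from each list, which removes the effect of list length by construction, and 239 to 1312 with 1 library left out. Double-mutant-only regions numbered 8 at a fold of at least 4, 51 with the same number of peaks, 19 with a reciprocal overlap of 50% and 26 with summits within 250 bp, and 9 to 82 with 1 library left out. Fewer libraries make these criteria easier to meet.

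For rank differences, 1 region was called higher with regions of at least 4 libraries, and 0 to 2 lower (2 without double mutant 5, 0 in the other 5 fits) with 1 library left out. No other setting gave a call in either direction (242 higher and 255 lower at an unadjusted p under 0.05 with all libraries).

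For the depth-scaled pileup, higher regions numbered 2 with the floor, 1 after centring, 63 with default array weights, 12 with the gene-by-gene weights and 0 to 1 with 1 library left out. Lower regions numbered 7181 with the floor, 0 after centring, 642 after the duplicate correction, 8197 with default and 7396 with gene-by-gene weights, and 0 to 5035 with 1 library left out (5035 without double mutant 5, 4629 without control 4, and 0 in the other 4 fits). The default weights stopped before convergence, and the gene-by-gene weights were added after their counts had been seen. Centring removes a common shift by construction.

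Among named regions the rank difference at *Jund* was 0.0923 when ranked by p and -0.32 to 0.21 with 1 library left out. It ranged from -0.306 to 0.00947 at *Ulk2* and from -0.56 to 0.13 at *Atm*. None of these fits passed the threshold (limma adjusted p of at least 0.855). After centring, the depth-scaled difference became 0.0272 at *Itpr1*, 0.0211 at *Gapdh* and 0.0726 at *Aptx*, as centring removes the common shift. The single-region alternatives were ranking by p, and each library left out, for the rank of the regions named. For the depth-scaled pileup of promoters named by gene they were the floor, centring, the duplicate correction, both array weights and each library left out. Across these, 24 values crossed to an adjusted p under 0.05 and 16 lost it.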

Other observations

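The tests of GC content, of the glucocorticoid, p53, immediate early and circadian lists and of the missing Y chromosome peaks were set before their results were seen. Ranking by p, equal numbers of peaks and the splits for group-specific regions were set before the data were examined. Chosen only afterwards were the depth-scaled pileup with its tests of depth, fragment length, duplicates, the library with Y chromosome peaks, a common factor and other splits. So were the gene lists themselves, the splits for rank differences and gene lists, the use of equal numbers of peaks as an explanation and the separate test of double mutant 7.

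The depth-scaled pileup was lower in double mutants over nearly all shared regions. Fragment length is argued against by the pileup over the floor, which carries that length and still differed by -0.62. Loss of duplicates near the highest possible pileup is argued against by regions under 10% of that ceiling, which differed by -0.44 with each control above each double mutant. GC content is argued against by 5 classes of GC, the smallest difference among which was -0.54. The library with Y chromosome peaks did not drive it, as the difference in medians without it was -0.69. The groups were not apart in every class. Outside promoters, double mutant 5 was above control 4, and in the weakest of 5 classes by strength, which differed by -0.45, both were at 1.17. Read number stays open. The mean depth of double mutants was 1.3 times that of controls, but the measure is divided by depth, so it cannot test this, and an error in the recovered depth would shift all regions of a library. A factor per library stays open as well. After centring, 1 region was called, with 424 higher and 208 lower at an unadjusted p under 0.05. The general lowering could thus be a common factor, with differences at single regions left open. From these lists, a lower efficiency of immunoprecipitation and a lower occupancy in all regions cannot be told apart without a spike-in. By quantitative PCR, the study found lower binding at *Cacnb4* and *Lynx1* but not at *Gapdh*. In the lists, the depth-scaled difference at *Gapdh* was -0.54, close to that of all regions. Of the 10 splits of the 6 libraries, 1, the split by genotype, gave as many regions with an adjusted p under 0.05, and 10 splits cannot give a share under 0.1. The split of controls 2 and 3 and double mutant 5 against the rest came next with 367 regions. Its mean log2 difference was -0.52, against -0.55 for the split by genotype. The size of the lowering thus hardly sets the split by genotype apart from this one.

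The split by genotype had 0 rank calls, a count that all 10 splits reach whatever the data, so it decides nothing. At an unadjusted p under 0.05 it had 497 regions, and 3 of the 10 splits, the split by genotype included, had as many. Of the others, 1 split had 3 calls. Group-specific regions were as many in 2 of the 10 splits, the split by genotype included. The excess of control-only over double-mutant-only regions may come from the different lengths of the lists, since equal numbers of peaks left 56 and 51. The control-only count was still the higher of these, and that they were taken as alike, within 1.5 times of each other, was decided after the counts were seen.

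Regions at *Fkbp5*, *Zbtb16* and *Cdkn1a* ranked higher and *Nr1d1* lower in double mutants, by 1.16, 0.80, 1.27 and -1.03 (limma SE 0.47, 0.47, 0.49 and 0.53), and were named after their values were seen. None passed the adjusted threshold by rank (adjusted p from 0.832 to 0.894). The *Nr1d1* value rests on double mutant 7, without which it was -0.18. By depth-scaled pileup *Fkbp5*, *Zbtb16* and *Cdkn1a* were higher in double mutants by 0.32, 0.33 and 0.44, against the general lowering (limma adjusted p from 0.166 to 0.299). With 1 library left out these values ranged from 0.15 to 0.48, from 0.12 to 0.44 and from 0.21 to 0.67, so their size depended on single libraries. *Cdkn1a* was called with both array weights (1.10 and 0.90) and *Fkbp5* with the default ones (0.26). *Nr1d1* differed by -1.27 (limma adjusted p = 0.00707, from the spread shared by all regions). This call was lost without control 2, without control 3, without double mutant 6 and without double mutant 7 (limma adjusted p from 0.0587 to 0.233). It was also lost after centring (-0.71, limma adjusted p = 0.413). All 4 gene lists prompted by such regions were tested without the genes seen. A candidate explanation for the first pair is a glucocorticoid response. The other genes of that list, 17 of 22 with a region, had a median rank difference of 0.29 at percentile 98.1 of random lists (99.9 ranked by p). However, 3 of the 10 splits of the libraries, the split by genotype included, gave a median as large in either direction. Over the list alone 0 genes passed (1 at an unadjusted p under 0.05), and 1 of 4 lists beyond the central 95% is weak evidence. Percentiles describe promoters in these libraries and not animals. p53 targets (12 of 19) lay at percentile 46.4, and immediate early genes (14 of 18) at 25.2, so neither list shows a common shift, and neither is excluded. The circadian list without *Nr1d1* (10 of 11) lay at percentile 11.5 with a median of -0.24, which leaves a difference in time of day open. Of the 10 splits, 1, the split by genotype itself, gave a circadian median as large in either direction, and 10 splits cannot give a share under 0.1.

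Y chromosome peaks were in double mutant 5 alone. If another library had carried the same 2 peaks at pileups scaled to its own, the Poisson chance that both fell under the smallest pileup called in its list is 0.0774 in double mutant 7, and 0.000908 is the highest chance among the 3 controls and double mutant 6. This covers counting error alone and sets the lowest bar for a call, so lower sensitivity and the lack of a Y chromosome cannot be told apart by it. Peaks at the *Xist* start (X:100678474–100678658 and X:100678487–100678676) appeared in control 3 and double mutant 6 only, so controls 2 and 4 and double mutant 7 showed neither kind of peak. A candidate explanation is that double mutant 5 was a male, while sexes are not among the labels used here. Without this library the median depth-scaled difference was -0.69, while other results moved, such as the difference in the Jaccard index (0.0572), control-only regions (1312) and lower-ranked regions (2).

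Mitochondrial peaks numbered 6, 11 and 5 in controls 2, 3 and 4 and 0, 6 and 1 in double mutants 5, 6 and 7, with folds from 1.29 to 2.44. No explanation of them was tested.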
